A study of Mus musculus with 18 samples. Its data were reported in "TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity" (2024).

How the data were processed

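RNA was measured by bulk mRNA sequencing in luminal and basal epithelial cells sorted from the mammary glands of 9 mice, which gave 18 libraries. Each mouse carried a doxycycline-inducible hairpin, and per the paper the sorted cells were those positive for turboGFP, which marks hairpin expression. The hairpin targeted Trps1 in 3 mice, 2 of line shTrps1.34 and 1 of line shTrps1.32, or Renilla luciferase in the 6 control mice of line shRen. Per the labels, doxycycline was given at 625 mg/kg of food for 10 days. Groups were taken from the sample titles, because the genotype field of the labels names shRen in every sample.

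The deposited table holds raw read counts per gene for 24594 Entrez gene IDs. The submitters' processing notes name cutadapt 4.2, which trims adapters, and Bowtie2 2.3.5.1, an aligner that does not split reads across introns. The paper's methods name an older version of Bowtie2, so which version made the table is open. The mouse build mm10 and the human build hg19 are both named in the labels. The program that counted reads, its annotation and its use of strand were not given in the sources used here, so overlapping genes and antisense pairs cannot be told apart. Symbols and coordinates came from a RefSeq table of assembly GRCm38.p6, which is mm10, and 24570 IDs matched. The other 24 IDs hold at most 0.47% of a library's counts. Library totals ran from 9650206 to 19394157 counts, with a median of 14259136. In 22 pairs of libraries of 1 group without shRen replicate 4, chi-square per degree of freedom lay between 18.8 and 106. It was summed over genes with at least 20 counts, and the 10 pairs with replicate 4 gave 270 to 408. Over these genes together, spread between mice thus exceeded counting error. The sum weighs high counts most and does not speak for genes with few counts.

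Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment and a threshold of 0.05. For luminal against basal cells an absolute log2 fold change of 1 or more was required as well. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. Levels are normalised CPM (counts scaled to the library total and its TMM factor over all 18 libraries), with the standard deviation (SD) between mice. The comparisons were shTrps1 against shRen in luminal cells, the same in basal cells, the difference of these effects (the interaction), luminal against basal cells in shRen, and each hairpin line against shRen in luminal cells. Comparisons of 1 value per library used 2-sided exact permutation tests over all splits of the libraries. Other p values are adjusted, except the camera p values set against those of other splits of the libraries, which are unadjusted.

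Gene lists were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry. Of the 32 lists, 29 were written from general knowledge, and 4 of these (adipocyte, red blood cell, skeletal muscle and Y-linked genes) had fewer than 5 tested genes and gave no result. The other 3 came from the study's supplement. The luminal progenitor and luminal mature sets were chosen there on sorted luminal cells of other mice, and the actin set on TRPS1 binding at promoters. Counts adjusted over the list alone are given beside counts adjusted over all genes tested.

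The genes named in the text were chosen by rule. Trps1 was named in every comparison. In luminal cells, the 10 genes with the largest log2 fold change in each direction were named among those that passed the test, had a group mean of at least 5 CPM in the higher group, and had all 3 shTrps1 libraries outside the range of shRen. For basal cells and the interaction the number was 5 in each direction, without the range condition in the interaction. The rule also took 24 preset genes, up to 4 members with the smallest adjusted p of each list described, and 8 sort markers. The design, lists, this rule and the alternatives, except those without shRen replicate 4, with its labels crossed or as labelled beside them, and inferred run A alone, were fixed before the data were examined.

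Marker genes showed that the libraries labelled shRen luminal 4 and shRen basal 4 carried each other's population profile. Groups were kept as labelled in the designed fits. Every fit was repeated without this mouse and with its population labels crossed, which was decided after the data were seen, and details of single genes are given without shRen replicate 4.

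Luminal and basal libraries with the same number came from 1 mouse. Deviations from the group mean correlated at 0.05 to 0.22 in the 5 shRen mice without replicate 4, and 5 of 5 matched their own mouse best. In the 3 shTrps1 mice the correlations were 0.23 to 0.27, so the interaction was also fitted with the mouse as a block. The form of the sample descriptions splits the mice into what look like 2 sequencing runs. Run A held 4 shRen and 1 shTrps1.34 mice, and run B held 2 shRen, of which 1 is replicate 4, 1 shTrps1.32 and 1 shTrps1.34 mice. This run is inferred and entered only as an alternative. Other alternatives were RLE size factors, no filter or a stricter filter of 5 CPM, DESeq2 1.42.0, limma-voom, edgeR's exact test, a fit over all libraries, blocks, single runs, and each library left out in turn.

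The pipeline was tested on simulated counts with 100 genes changed 2-fold and 100 changed 4-fold. For luminal cells without shRen replicate 4, 14687 genes were tested, and 48 of the 2-fold and 93 of the 4-fold genes were recovered with 11 false calls among 152. With the replicate 4 libraries exchanged and the labels kept, 5 and 69 were recovered. In the same simulation without replicate 4, DESeq2 made 46 false calls among 207 and the exact test 34 among 191. For the interaction, with 15686 genes tested, 15 and 81 genes were recovered with 4 false calls among 100. For basal cells, with 14485 genes tested, 49 and 95 were recovered with 5 false calls among 149. Figures were drawn with matplotlib 3.10.9.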

Results

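To examine how TRPS1, a zinc finger repressor of the GATA family, shapes gene expression in the adult mammary gland, sorted luminal and basal cells were profiled after hairpin induction. Each of the 9 mice gave 1 luminal and 1 basal library. There were 6 control mice (shRen) and 3 mice with a hairpin against Trps1 (shTrps1), of which 2 belonged to line shTrps1.34 and 1 to line shTrps1.32. Luminal totals were 13094736 to 19354334 counts in shRen (n = 6), 12668385 and 15219999 in shTrps1.34 and 11038722 in shTrps1.32. Basal totals were 9650206 to 19394157 counts in shRen (n = 6), 11121980 and 13073433 in shTrps1.34 and 13879481 in shTrps1.32.

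Trps1 itself was read first in every library, because it checks the hairpin labels. In luminal cells the shRen libraries held 324.4, 196.2, 289.4, 92.1, 216.5 and 206.7 normalised CPM in replicates 1 to 6. Both shTrps1.34 libraries were lower than every shRen library but replicate 4, with 110.8 and 160.0 CPM, while the library labelled shTrps1.32 held 205.2 CPM, within the range of the controls. In basal cells the shRen libraries held 116.2, 45.1, 124.1, 245.7, 72.4 and 93.4 CPM, shTrps1.34 held 25.0 and 64.8 CPM, and the library labelled shTrps1.32 held 81.2 CPM. Trps1 (Entrez ID 83925, GRCm38 chromosome 15, 50654757 to 50890631) had a luminal log2 fold change of -0.45 (SE 0.37, edgeR adjusted p = 0.75) as labelled and -0.61 (SE 0.25, adjusted p = 0.26) without shRen replicate 4. The basal values were -1.01 (SE 0.53, adjusted p = 0.88) as labelled and -0.62 (SE 0.38, adjusted p = 0.63) without it. Without that replicate, luminal Trps1 was 247 ± 56.9 CPM (SD, n = 5) in shRen and 159 ± 47.2 (n = 3) in shTrps1, with an exact 2-sided permutation p of 0.11 over 56 splits, which allow 0.018 at the smallest. Basal Trps1 was 90.2 ± 32.3 CPM (n = 5) against 57 ± 28.9 (n = 3), with an exact permutation p of 0.2. Without shRen replicate 4, luminal and basal Trps1 read -0.88 and -1.21 with the inferred run as a covariate (edgeR adjusted p = 0.12 and 0.32). In run A alone, with its 1 shTrps1 mouse, they read -1.10 and -1.63. As labelled, luminal Trps1 read -0.04 in run B alone (edgeR adjusted p = 0.99), where replicate 4 is 1 of the 2 shRen libraries. The other, replicate 3, held 289.4 CPM, against 205.2 and 160.0 in the shTrps1 libraries of that run. Trps1 mRNA thus read lower in each of these fits and passed in none of them. Directions drawn from the library labelled shTrps1.32 rest on its label. Protein was not measured in these libraries. For TRPS1 protein, the paper shows depletion with each hairpin by immunoblot in embryonic fibroblasts, and reports efficient depletion in mammary ducts by immunofluorescence.

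**Figure D1:**
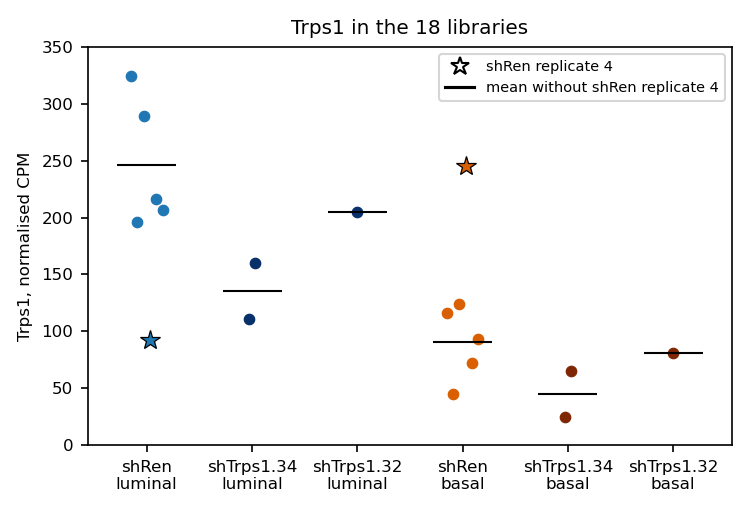
Trps1 in the 18 libraries, as normalised CPM by hairpin line and sorted population. Points are libraries, stars are shRen replicate 4, and bars are means without it. Luminal shTrps1.34 libraries lie at 110.8 and 160.0 CPM, and the library labelled shTrps1.32 at 205.2 CPM lies among the controls.

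Luminal and basal cells were compared within shRen to see that the sort parted them. Without shRen replicate 4, the luminal libraries carried more Krt8 and Krt18, keratins of luminal epithelium, and more Elf5, a transcription factor of luminal progenitors. Their log2 fold changes were 1.58 (SE 0.16), 2.18 (SE 0.20) and 9.78 (SE 0.53), with edgeR adjusted p values of 2e-06, 1e-06 and 1.5e-08 (n = 5 each). The basal keratins Krt14 and Krt5, the smooth-muscle actin Acta2 and the basal regulator Trp63 were lower in luminal cells, at -7.11 (SE 0.68), -6.84 (SE 0.90), -6.68 (SE 0.69) and -6.73 (SE 0.47), with edgeR adjusted p up to 2.7e-05. Without shRen replicate 6, Elf5, Krt14, Krt5 and Acta2 read 11.08, -7.85, -7.95 and -7.62. Esr1, the estrogen receptor, was higher by 1.43 (SE 0.30, adjusted p = 0.0011), and Trps1 by 1.47 (SE 0.25, adjusted p = 0.00024). In all, 4656 genes passed with an absolute log2 fold change of 1 or more, 2337 of them higher and 2319 lower in luminal cells. As labelled, edgeR called 0 genes, with 4062 at an unadjusted p under 0.05, while DESeq2 called 587.

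The mouse numbered 4 in shRen stood apart in both of its libraries. The library labelled shRen luminal 4 held 1427.2 CPM of Krt14, 2807.3 of Acta2, 297.2 of Trp63 and 0.7 of Kit, whereas the other 8 luminal libraries held 3.7 to 91.3, 9.46 to 112, 0.41 to 16.8 and 89.6 to 339 CPM. The library labelled shRen basal 4 held 5.7 CPM of Krt14, 7.6 of Acta2, 245.7 of Kit and 4552.6 of Krt18. Over all genes, log2 CPM of the library labelled luminal 4 correlated at 0.971 on average with the other basal and 0.840 with the other luminal libraries, and the library labelled basal 4 at 0.831 with basal and 0.968 with luminal ones. These correlations are across genes, which are not independent replicates. With the population labels of this mouse crossed, 4742 genes passed.

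**Figure D2:**
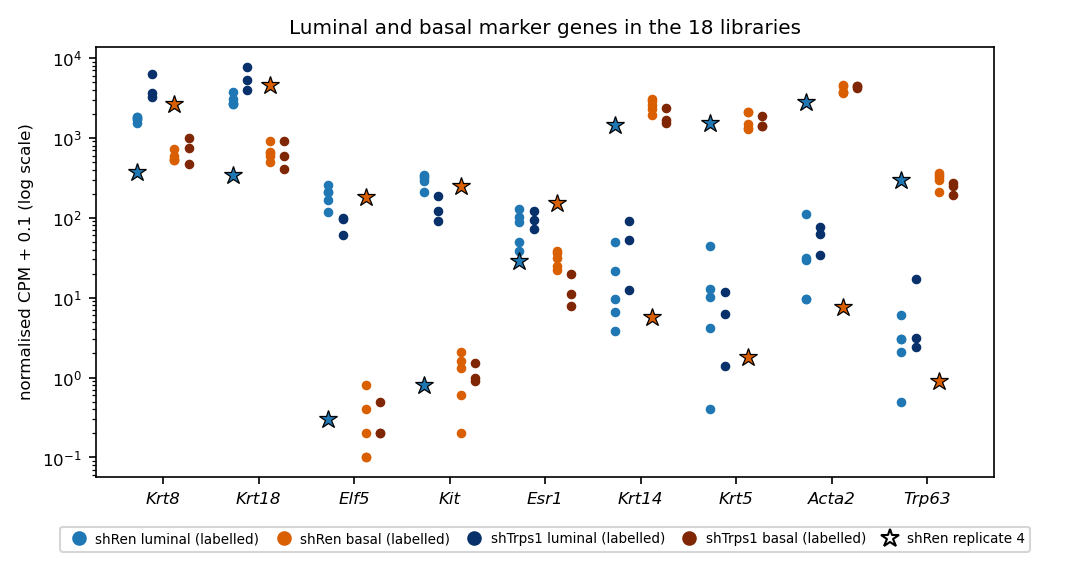
Luminal and basal marker genes in the 18 libraries, as normalised CPM plus 0.1 on a log axis, by labelled group. Stars mark shRen replicate 4, whose library labelled luminal holds 1427.2 CPM of Krt14 and whose library labelled basal holds 5.7.

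Next, shTrps1 and shRen luminal cells were compared to find the genes that differ between the hairpins. Slc39a8, a zinc and manganese transporter (GRCm38 chromosome 3, 135816882 to 135888572), rose 16.1-fold from 4.49 ± 2.15 CPM (SD, n = 5) to 70.8 ± 18.7 (n = 3), with a log2 fold change of 4.01 (SE 0.37, edgeR adjusted p = 0.001). Crispld2, a secreted protein (chromosome 8, 119992438 to 120052794), fell 16.6-fold from 66.5 ± 19.8 to 3.96 ± 2.52 CPM (log2 -4.05, SE 0.44, edgeR adjusted p = 0.0027). Galnt15, a glycosyltransferase, fell 13-fold from 123 ± 18.2 to 9.36 ± 4.09 CPM (log2 -3.70, SE 0.30, edgeR adjusted p = 0.00035). Igfbp5, which binds insulin-like growth factors, fell 14.4-fold from 2310 ± 1220 to 156 ± 137 CPM (log2 -3.85, SE 0.68, edgeR adjusted p = 0.02), and its call ended without shTrps1.34 replicate 1 or 2 (adjusted p = 0.076 and 0.11). Without the library labelled shTrps1.32, Igfbp5 read -4.89 and Crispld2 -4.64. These values and those that follow leave out shRen replicate 4 (5 shRen, 3 shTrps1), and the library labelled shTrps1.32 counts as shTrps1 in each.

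Among the genes that rose most were also Serpinb6b, a protease inhibitor (log2 4.92, SE 0.57, edgeR adjusted p = 0.0033), Ccdc9b (4.34, SE 0.50, adjusted p = 0.0033) and Lrrn4cl (3.79, adjusted p = 0.0068). Krt4, a keratin of stratified epithelia, rose by 5.20 (SE 0.87, edgeR adjusted p = 0.015) from 0.45 ± 0.519 to 16.2 ± 14.1 CPM. Acsl6, an acyl-CoA synthetase, had the highest value at 7.23 (SE 1.17, edgeR adjusted p = 0.013), with 0.0 to 0.4 CPM in shRen, 31.0 and 2.5 in shTrps1.34 and 1.8 in the library labelled shTrps1.32. Dact1, a regulator of Wnt signalling, the synaptotagmin Syt8, the cytochrome Cyp2s1 and the carboxylesterase Ces2g rose by 3.86, 3.75, 3.52 and 4.85 with edgeR adjusted p of 0.031, 0.023, 0.03 and 0.049. Ces2g held 0.7 and 18.6 CPM in shTrps1.34, 3.8 in the library labelled shTrps1.32 and 0.0 to 0.7 in shRen. Genes that fell included Dgat2, which makes triglycerides (-3.24, SE 0.52, edgeR adjusted p = 0.013), complement C3 (-3.20, SE 0.53, adjusted p = 0.014), the collagen Col8a1 (-3.32), the adrenergic receptor Adra1a (-3.73), Gm13889 (-3.76) and the dicarboxylate transporter Slc13a2 (-4.10), the last 4 with adjusted p of 0.011 to 0.033. Its antisense gene Slc13a2os read -4.05 (adjusted p = 0.041), and with strand unknown these cannot be told apart. Of the 20 genes with the largest changes, 6 kept the call whichever library was left out, namely Slc39a8, Crispld2, Galnt15, Serpinb6b, Ccdc9b and Lrrn4cl, and 14 lost it at least once. No sign changed, but the range condition of the naming rule largely fixed this in advance. Leaving out shTrps1.34 replicate 1 or replicate 2 ended 13 calls each, and leaving out the library labelled shTrps1.32 ended those of Ces2g and Dact1. Calls of Ces2g, Dact1, Syt8, Cyp2s1, Slc13a2, Slc13a2os and Adra1a also ended without shRen replicate 3 or 6, and some of them without 1 or 5, with adjusted p up to 0.41 (Ces2g without shTrps1.34 replicate 2). Without shTrps1.34 replicate 1, Acsl6 read 4.75, Krt4 4.23 and Gm13889 -4.39, and without its replicate 2, Ces2g read 3.09 and Serpinb6b 4.14. Without the library labelled shTrps1.32, Slc13a2, Slc13a2os, Adra1a, Col8a1, C3 and Dact1 read -5.56, -5.69, -5.47, -4.09, -3.81 and 3.25. Without a shRen library, Acsl6 and Krt4 read 9.11 and 5.94 (replicate 3), Ces2g 5.45 (replicate 5), Syt8 4.38 (replicate 2) and Dact1 4.45 (replicate 1).

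In numbers, 308 genes passed (180 higher, 128 lower) of 14888 tested without shRen replicate 4, against 4 of 14986 as labelled and 448 with its labels crossed (256 higher, 192 lower). The 4 genes called as labelled were all among the 308. They were Palmd, encoding palmdelphin (log2 2.41, SE 0.19, edgeR adjusted p = 0.00035), Abi1, a subunit of the actin-regulating WAVE complex (1.79, SE 0.20, adjusted p = 0.0032), Akr1b3, aldose reductase (1.63, adjusted p = 0.0048), and Gm6644 (1.59, adjusted p = 0.0049). As labelled their values were 2.58, 1.71, 1.67 and 1.63. Akr1b3 on chromosome 6 and Gm6644 on chromosome 1 had nearly equal counts in all libraries, so their reads cannot be assigned to either copy and both stay uncertain. The count fell to 57 without shTrps1.34 replicate 1, to 45 without shTrps1.34 replicate 2, to 202 without the library labelled shTrps1.32, and to 130, 143 and 186 without shRen replicate 3, 5 or 6. It rose to 488 without shRen replicate 2. Within inferred run A alone, with 4 shRen and 1 shTrps1 mice, 15 genes passed, 13 of them among the 308, and within run B alone, with 1 shRen and 2 shTrps1 mice, 274, of which 101 were shared. Each run has an arm of 1 mouse, which was assumed to vary like the other arm, so these are not independent repeats.

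**Figure D3:**
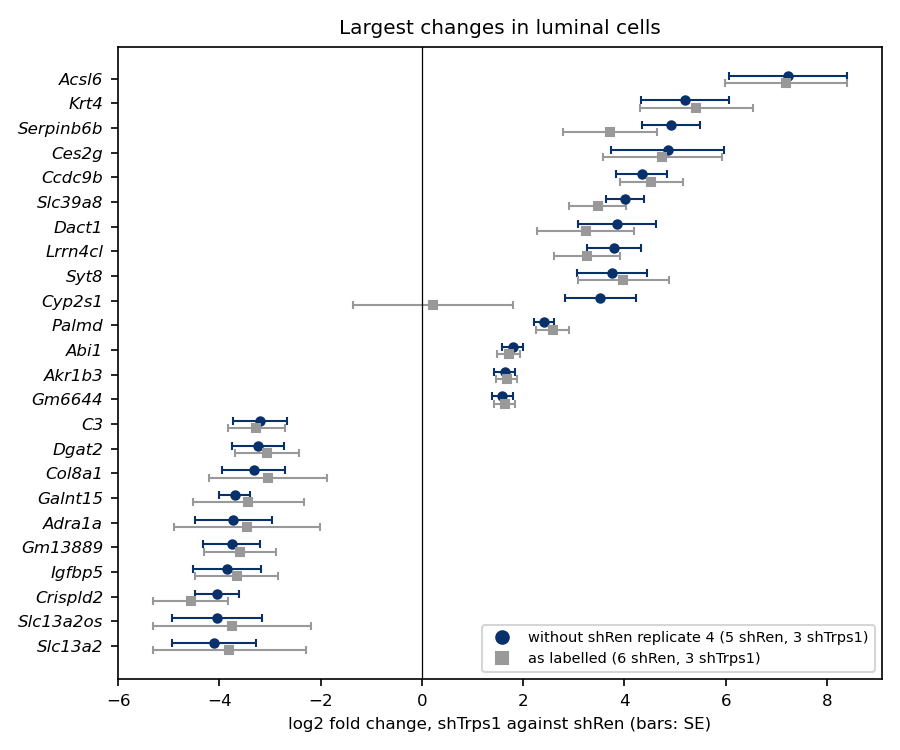
Log2 fold change of shTrps1 against shRen in luminal cells for the genes with the largest change, with SE as bars. Circles leave out shRen replicate 4 and squares keep the labels. Cyp2s1 reads 3.52 without this replicate and 0.21 with it.

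Several genes of luminal progenitors, the cells that renew the secretory lineage, fell in shTrps1 luminal cells. Kit, the receptor used to sort these progenitors, fell 2.22-fold from 296 ± 53 CPM (SD, n = 5) to 131 ± 48.5 (n = 3), with log2 -1.15 (SE 0.26, edgeR adjusted p = 0.047). Cd14, a surface marker of progenitors, fell 6.54-fold from 1550 ± 915 to 232 ± 108 CPM (log2 -2.71, SE 0.57, edgeR adjusted p = 0.036). Lrg1 and Gdpd1 of the study's progenitor set fell by 2.64 and 1.54 on the log2 scale (edgeR adjusted p = 0.0079 and 0.012), while its member Sorbs2, a scaffold of actin fibres, rose by 1.51 (adjusted p = 0.0056). Mfge8 and Lbp, both secreted, fell by 1.75 and 2.77 (edgeR adjusted p = 0.021 and 0.023). Tspan8, which rose among the progenitor markers, read 1.22 (edgeR adjusted p = 0.039). Elf5 read 193 ± 53.1 against 85.5 ± 21.1 CPM and missed the threshold (log2 -1.15, SE 0.27, edgeR adjusted p = 0.051), as did Aldh1a3 (0.40, adjusted p = 0.61) and the casein Csn3 (-0.86, adjusted p = 0.16).

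Of the study's progenitor set, chosen on sorted cells of other mice, 207 genes were tested. In it 4 rose, 17 fell and 186 did not pass, or 9 and 48 adjusted over the list alone. Its median was -0.43 (camera adjusted p = 2.2e-12 with the preset correlation, and adjusted p = 0.6 with an estimated correlation), and its mean per library was lower by 0.49 (SE 0.19, exact 2-sided permutation p = 0.071 over 56 splits). Of these splits, 10 gave a camera p as small. Of 22 progenitor markers written from general knowledge, 1 rose and 4 fell, or 2 and 9 adjusted over the list alone, with a median of -0.84 (camera adjusted p = 0.00045, and adjusted p = 0.6 with an estimated correlation) and a mean per library lower by 0.68 (SE 0.26, permutation p = 0.071), and 8 of 56 splits gave a camera p as small. The study's mature set did not pass, with 5 genes higher, 7 lower and a median of -0.09 over 318 genes (camera adjusted p = 0.34, permutation p = 0.59). The paper reports that its progenitor and its mature signature were both lower in bulk shTrps1 luminal cells. Leaving out 1 library ended the call of Kit for shTrps1.34 replicate 1 or 2 and shRen replicate 1, 3, 5 or 6 (adjusted p up to 0.23), and that of Cd14 for any shTrps1 library and shRen replicate 3, 5 or 6 (up to 0.18). The calls of Lrg1, Gdpd1, Mfge8 and Lbp ended without either shTrps1.34 library (up to 0.12), and that of Mfge8 also without the library labelled shTrps1.32 (0.054). That of Tspan8 ended when any 1 shTrps1 library or shRen replicate 1, 3 or 6 was left out (up to 0.22).

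Of 24 tested markers of the hormone-sensing luminal cells, 1 rose and 2 fell, or 3 and 8 adjusted over the list alone, with a median of -0.63 (camera adjusted p = 0.0053, and adjusted p = 0.63 with an estimated correlation) and a mean per library of -0.68 (SE 0.40, exact permutation p = 0.14), and 20 of 56 splits gave a camera p as small. Pthlh rose by 2.7 on the log2 scale (edgeR adjusted p = 0.029), and Cxcl15 and Fxyd2 fell by 2.38 and 2.84 (adjusted p = 0.032 and 0.039). Each of these calls ended without either shTrps1.34 library and without shRen replicate 3, 5 or 6 (adjusted p up to 0.18). Those of Cxcl15 and Fxyd2 also ended without the library labelled shTrps1.32. The receptors Esr1 (0.26, edgeR adjusted p = 0.78), Pgr (-1.62, adjusted p = 0.25) and Prlr (-1.05, adjusted p = 0.19), and the growth factor Areg (1.37, adjusted p = 0.096), were not called. Among milk and alveolar genes, 2 of 16 rose, Cidea by 2.08 and the casein Csn1s2b by 4.10 (edgeR adjusted p = 0.0027 and 0.017), and transferrin, Trf, fell by 2.68 (adjusted p = 0.021). The list had a median of -1.09 and 2 higher and 8 lower genes adjusted over the list alone (camera adjusted p = 0.0017, and adjusted p = 0.32 with an estimated correlation), with a camera p as small in 5 of 56 splits. Luminal transcription factors had a median of -0.46 over 28 genes with 0 called and, adjusted over the list alone, 6 lower (camera adjusted p = 7.3e-05, and adjusted p = 0.33 with an estimated correlation), again with 5 of 56 splits. Of these, Gata3 read -0.84 (edgeR adjusted p = 0.13) and Stat5a -1.71 (adjusted p = 0.13). Calls of Csn1s2b and Trf ended without either shTrps1.34 library (up to 0.12).

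Among targets of SRF and its cofactor MRTF, which switch on actin genes, 4 rose in shTrps1 luminal cells. Fhl2 rose 2.43-fold from 59.3 ± 15.8 CPM (SD, n = 5) to 142 ± 40.6 (n = 3), with log2 1.28 (SE 0.23, edgeR adjusted p = 0.021). The tropomyosins Tpm1 and Tpm4 rose by 1.08 (SE 0.20) and 1.17 (SE 0.25), with edgeR adjusted p = 0.025 and 0.038, and caldesmon, Cald1, rose 3.1-fold from 187 ± 87.6 to 568 ± 95.8 CPM (log2 1.63, SE 0.36, adjusted p = 0.044). Of 32 targets, 4 rose and 0 fell, or 10 and 0 adjusted over the list alone, and 30 had a positive log2 fold change. The median was 0.44 (camera adjusted p = 3e-09, and adjusted p = 0.32 with an estimated correlation), and 1 of 56 splits, the real one, gave a camera p as small. The mean over the list per library was higher by 0.53 (SE 0.12) in shTrps1, with an exact 2-sided permutation p of 0.018, the smallest that the 56 splits allow. Srf itself (0.68, edgeR adjusted p = 0.32), Actn1 (0.94, adjusted p = 0.064), Acta2 (0.59, adjusted p = 0.74) and Myl9 (-0.71, adjusted p = 0.67) did not pass. The calls of Fhl2, Tpm1, Tpm4 and Cald1 ended without either shTrps1.34 library and without 2 or more of shRen replicates 3, 5 and 6, and that of Cald1 also without the library labelled shTrps1.32 (adjusted p up to 0.18). Markers of basal cells, which express many actin genes, did not pass as a list, with a median of -0.12 and a mean of 0.18 (camera adjusted p = 0.35, Up), although its member Krt17 rose by 2.29 (edgeR adjusted p = 0.039, up to 0.18 without shTrps1.34 replicate 1 or 2, shTrps1.32 or shRen replicate 3 or 5).

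The related actin and YAP lists did not pass. The study's set of actin genes bound by TRPS1 had 3 higher and 0 lower of 82 tested, from a copy with 83 members where the paper counts 84, 4 and 0 adjusted over the list alone, with a median of 0.03 (camera adjusted p = 0.32). Krt8 of that set rose 2.57-fold from 1730 ± 113 CPM (SD, n = 5) to 4370 ± 1660 (n = 3) (log2 1.36, SE 0.24, edgeR adjusted p = 0.021), and this call ended without either shTrps1.34 library or shRen replicate 3, 5 or 6 (adjusted p up to 0.076). Rhoa (-0.08, edgeR adjusted p = 0.89), Arhgap26 (-0.28, adjusted p = 0.42) and Arhgap28 (0.23, adjusted p = 0.6) were not called. RhoA regulators and effectors had a median of -0.07, a mean of 0.12 and an upward test over 32 genes (camera adjusted p = 0.9). Rnd3, an atypical Rho GTPase, was their 1 called member (0.96, edgeR adjusted p = 0.023, and 0.083, 0.12 and 0.053 without shTrps1.34 replicate 1, replicate 2 or the library labelled shTrps1.32). YAP and TAZ targets had 0 called of 21, 3 higher and 1 lower adjusted over the list alone, and a median of 0.16 (camera adjusted p = 0.32). Their members Ccn1 (0.38, edgeR adjusted p = 0.69), Ccn2 (0.13, adjusted p = 0.94) and Ankrd1 (2.05, adjusted p = 0.07) did not pass, and Yap1 read -0.03 (adjusted p = 0.95). The paper, by contrast, reports strong induction of YAP targets in its bulk luminal cells. It used a published signature and another enrichment test, so the 2 results are not like for like. Smooth-muscle contractile genes had a median of -0.69 and a mean of -0.46 although the test pointed up (12 genes, camera adjusted p = 0.98), and Tpm2 rose by 2.31 (edgeR adjusted p = 0.017, and 0.083 and 0.082 without shTrps1.34 replicate 1 or 2).

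**Figure D4:**
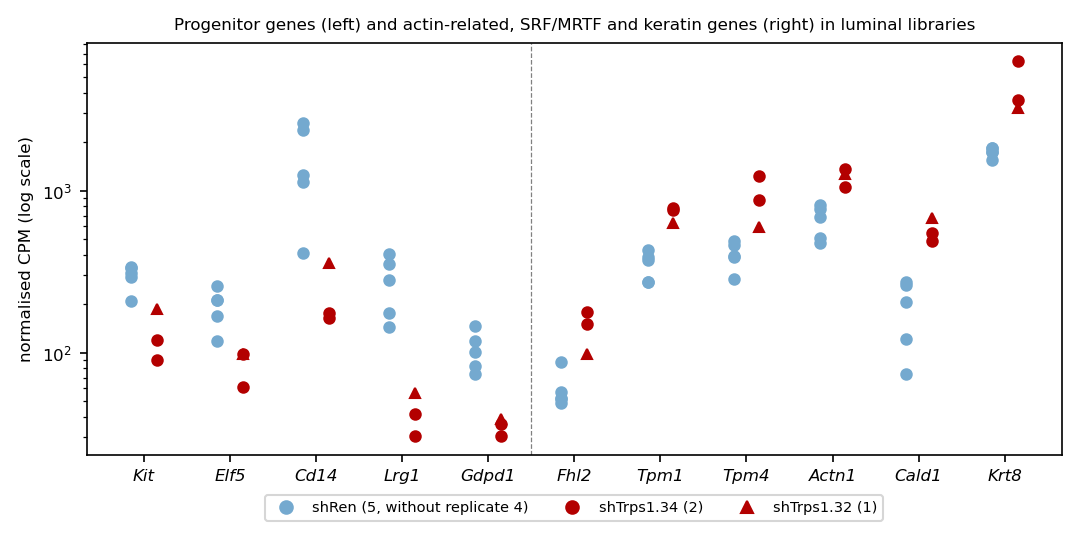
Progenitor genes (left) and actin-related, SRF/MRTF and keratin genes (right) in luminal libraries, as normalised CPM on a log axis. Circles are 5 shRen and 2 shTrps1.34 libraries, and the triangle is the library labelled shTrps1.32. Kit lies at 208 to 339 CPM in shRen and 89.6 to 185 in shTrps1.

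Of the antigen presentation list, which holds MHC class I and class II genes, 3 genes of class I presentation fell in shTrps1 luminal cells. The peptide transporters Tap1 and Tap2 and the immunoproteasome subunit Psmb9 fell by 1.16, 1.08 and 1.18 on the log2 scale (edgeR adjusted p = 0.022, 0.028 and 0.038), so that Tap1 went from 136 ± 31.7 CPM (SD, n = 5) to 59.9 ± 3.26 (n = 3). In the list 0 rose and 3 fell of 20, or 0 and 12 adjusted over the list alone, with a median of -0.99 (camera adjusted p = 2.2e-08, and adjusted p = 0.32 with an estimated correlation) and a mean per library of -0.76 (SE 0.32, exact permutation p = 0.054), and 2 of 56 splits gave a camera p as small. Interferon response genes had 0 called of 34 and a median of -0.18 (camera adjusted p = 0.058). Fatty acid synthesis had 0 higher and 3 lower of 22, 0 and 5 adjusted over the list alone, and a median of -0.28 (camera adjusted p = 0.00083, and adjusted p = 0.32 with an estimated correlation, 4 of 56 splits). Besides Dgat2, these were Lpin1, a phosphatidate phosphatase, and the desaturase Fads1, which fell by 1.48 and 1.66 (edgeR adjusted p = 0.021 and 0.038). The calls of Tap1, Tap2, Psmb9 and Fads1 ended without any 1 shTrps1 library, those of Dgat2 and Lpin1 without either shTrps1.34 library, and those of Tap2, Psmb9 and Fads1 also without shRen replicate 5 or 6 and either 1 or 3 (adjusted p up to 0.2).

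Cell cycle genes had a median of 0.48 over 32 genes (camera adjusted p = 0.0015, and adjusted p = 0.63 with an estimated correlation), and 23 of 56 splits gave a camera p as small. Mcm5, a subunit of the replicative helicase, was the 1 called member, both over all genes and adjusted over the list alone (log2 1.62, edgeR adjusted p = 0.039). The list's call ended without shTrps1.34 replicate 2 (adjusted p = 0.099), and that of Mcm5 without either shTrps1.34 library or shRen replicate 1, 3, 5 or 6 (up to 0.25). Cholesterol synthesis had a median of 0.16 with 0 called of 23 (camera adjusted p = 0.038, and adjusted p = 0.69 with an estimated correlation, also 23 of 56 splits), and this ended without shRen replicate 1, 2 or 5, shTrps1.34 replicate 2 or the library labelled shTrps1.32 (up to 0.15). In all, 10 of 28 lists passed without shRen replicate 4, 9 as labelled (14 without shRen replicate 2) and 0 with an estimated correlation.

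**Figure D5:**
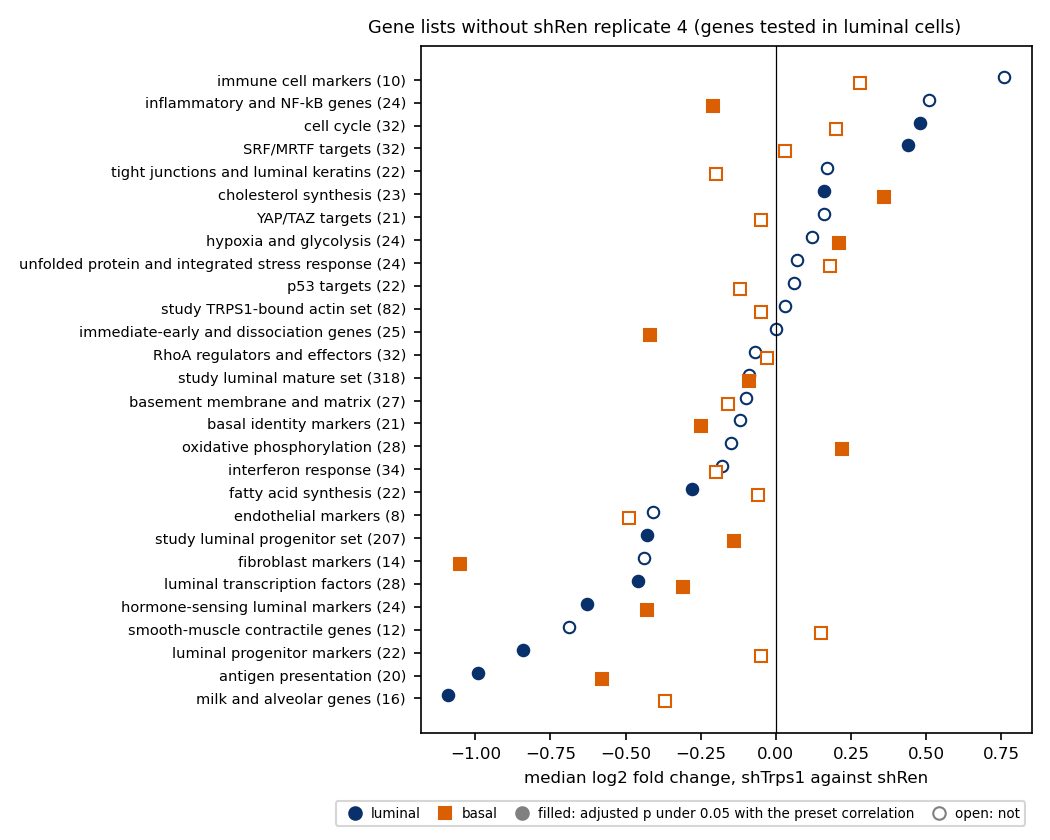
Median log2 fold change of shTrps1 against shRen for each gene list without shRen replicate 4, in luminal (circles) and basal cells (squares), with the number of genes tested in luminal cells. Filled symbols passed camera with the preset correlation, and none passed with an estimated correlation. Milk genes in luminal cells lie lowest at -1.09, and SRF/MRTF targets lie at 0.44 in luminal and 0.03 in basal cells.

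The same comparison in basal cells asks whether the hairpins differ there. No gene passed in edgeR, as labelled, without shRen replicate 4 or with its labels crossed, with 650, 1285 and 1384 genes at an unadjusted p under 0.05. DESeq2 called 1 gene as labelled and 50 without replicate 4, and edgeR's exact test 1 and 32. Cholesterol synthesis genes had a median of 0.36 (camera adjusted p = 4e-06, and adjusted p = 0.37 with an estimated correlation), and 3 of 56 splits gave a camera p as small. Its enzymes Fdps, Idi1 and Lss read 1.25 (SE 0.22), 1.21 and 0.90 with edgeR adjusted p of 0.41, 0.48 and 0.53. Immediate-early genes, which respond fast to stimuli and to tissue dissociation, had a median of -0.42 (camera adjusted p = 4.7e-05, and adjusted p = 0.37 with an estimated correlation, 9 of 56 splits), and Nr4a1 read -1.62 (edgeR adjusted p = 0.48). Luminal transcription factors had a median of -0.31 (camera adjusted p = 0.00014, and adjusted p = 0.37 with an estimated correlation, 7 of 56 splits), among them Esr1 at -1.20 (edgeR adjusted p = 0.48) and Hey1 at -1.12 (adjusted p = 0.51). Fibroblast markers, which belong to stroma, had a median of -1.05 (camera adjusted p = 0.0052, and adjusted p = 0.37 with an estimated correlation, 7 of 56 splits), beside the lists above. Basal identity markers had a median of -0.25 (camera adjusted p = 0.0066, and adjusted p = 0.37 with an estimated correlation, 6 of 56 splits), and SRF/MRTF targets 0.03 (camera adjusted p = 0.69). In basal cells 12 of 28 lists passed, and 17 of 27 as labelled (11 without shTrps1.34 replicate 2).

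Whether the luminal effect exceeds the basal one was tested by the interaction. Slc39a8 rose more in luminal cells, by 3.51 on the log2 scale (SE 0.51, edgeR adjusted p = 0.012), as its basal level was 11.9 ± 3.91 CPM (SD, n = 5) in shRen and 16 ± 2.2 (n = 3) in shTrps1. The amino acid transporter family member Slc7a15 (2.56, SE 0.38, edgeR adjusted p = 0.012), the RNA-editing deaminase Apobec1 (2.02, SE 0.30, adjusted p = 0.012), Ccdc171 (2.40, SE 0.41, adjusted p = 0.039) and the ubiquitin ligase Znrf2 (1.3, SE 0.23, adjusted p = 0.04) had a higher effect in luminal cells too. Effects of Crispld2, Nrxn3, a synaptic adhesion protein, and Gdpd1 were lower in luminal cells, at -3.27 (SE 0.48), -3.50 (SE 0.57) and -2.82 (SE 0.45), with edgeR adjusted p = 0.012, 0.025 and 0.024. Crispld2 in basal cells read 700 ± 169 CPM in shRen (n = 5) and 388 ± 18.9 in shTrps1 (n = 3). These 8 genes were all called in luminal cells as well. Each lost its interaction call without either shTrps1.34 library (adjusted p = 0.1 to 0.33), Znrf2 and Apobec1 also without the library labelled shTrps1.32 (0.18 and 0.051), and all but Slc39a8 and Crispld2 without at least 1 of shRen replicates 1, 3, 5 and 6. As labelled edgeR called 0 genes (786 at an unadjusted p under 0.05), and DESeq2 31. With the mouse as a block and without replicate 4, 31 genes passed instead of 8. The count was 0 without shTrps1.34 replicate 1 or replicate 2, 17 and 54 without shRen replicate 1 or 2, and 4 without shRen replicate 5 or 6.

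Between lists, the effect on SRF/MRTF targets differed between luminal and basal cells by a median of 0.39 (camera adjusted p = 2.1e-08, and adjusted p = 0.16 with an estimated correlation), and 4 of 56 splits gave a camera p as small. Their members Actn1 and Fhl2 read 1.27 and 1.18 (edgeR adjusted p = 0.13 and 0.24). Immediate-early genes differed by a median of 0.75 (camera adjusted p = 2.1e-08, and adjusted p = 0.16 with an estimated correlation, 2 of 56 splits), with 0 called and 8 higher adjusted over the list alone. In luminal cells this list read a median of 0.00 (camera adjusted p = 0.062) with Egr2 called (2.71, edgeR adjusted p = 0.022, and 0.092, 0.096 and 0.053 without shTrps1.34 replicate 1 or 2 or shRen replicate 3). The study's progenitor set differed by a median of -0.29, with 0 higher and 2 lower genes called, or 2 and 7 adjusted over the list alone (camera adjusted p = 3.8e-05, and adjusted p = 0.59 with an estimated correlation, 6 of 56 splits). Of the 308 genes called in luminal cells, 268 were tested in basal cells and 184 had the same sign there (96 of 162 higher and 88 of 106 lower genes). Both populations came from the same mice, and the share over all genes is not given here, so this count decides nothing about a basal effect. Genes called higher had a median of 1.58 in luminal and 0.16 in basal cells, and genes called lower -1.45 and -0.43. The genes were picked by their luminal test, which by itself widens this gap, so the medians do not measure the difference between the populations.

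Finally, the hairpin lines were compared with shRen 1 at a time in luminal cells, to see whether both move the same genes. The 2 shTrps1.34 libraries gave 203 genes (129 higher, 74 lower) without shRen replicate 4 and 0 as labelled, with Trps1 at -0.86 (SE 0.27, edgeR adjusted p = 0.18). The single library labelled shTrps1.32 gave 3 genes (2 higher, 1 lower) and 0 as labelled, with Trps1 at -0.21 (SE 0.34, edgeR adjusted p = 0.98), and it was assumed to vary like the other groups. All 3 were among the 203, where independent lists would share 0.016 higher and 0.0046 lower genes, an expectation that leaves out the 5 shRen controls common to both comparisons. Across genes, which are not independent replicates, the log2 fold changes of both lines correlated at 0.52, against 0.20 (highest 0.22) in 20 simulations of unchanged groups that share the controls. The covariance was 0.46 against a simulated 0.11, a difference of 0.35. With the controls split between the lines, 2 against 3, the correlation was 0.25 over 10 splits (0.19 to 0.28). The simulations drew no difference between the inferred runs, and split controls do not remove one. The library labelled shTrps1.32 and shTrps1.34 replicate 2 share run B with 1 of the 5 shRen controls. Without shTrps1.34 replicate 2 the correlation of the lines was 0.38. A shared run can therefore not be told apart here from agreement of the hairpins. The shTrps1.34 count was 28 and 23 without its replicate 1 or 2, 99, 122 and 113 without shRen replicate 3, 5 or 6, and 325 without shRen replicate 2, and the shTrps1.32 count was 6 and 5 without shRen replicate 1 or 2 and 0 without shRen replicate 3 or 6. Between the lines edgeR called 0 genes, with 320 at an unadjusted p under 0.05.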

Values the study reported

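The study gives 28 days of doxycycline for the mice whose luminal and basal cells were sequenced in bulk. It reported that Trps1 expression was approximately 5 times higher in luminal progenitors than in mature luminal cells. In luminal progenitors taken from single-cell data, it counted 1077 genes that differed after TRPS1 depletion, 337 of them up and 740 down. It found 725 TRPS1 binding peaks in sorted luminal cells, and 84 genes linked to the actin cytoskeleton among those with a bound promoter.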

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

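Chosen only after the results were seen were the tests on the exchanged or mixed libraries, on handling RNA, on the share of hormone-sensing cells, on the share of basal cells needed and on single lists over other splits, as was leaving out shRen replicate 4.

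The 2 libraries of shRen replicate 4 carry the markers of the other population. On a scale from 0 (the other shRen luminal libraries) to 1 (the other shRen basal libraries), the library labelled luminal lies at a median of 1.00 and the library labelled basal at -0.03 over 799 genes. A mix of cells in both is argued against by medians over genes. Luminal-specific genes read a median of 0.24% of their luminal level in the library labelled luminal. Basal-specific genes read a median of 0.19% of their basal level in the library labelled basal. Exchanged population labels are a candidate explanation, since both partners are out of place and each lies where the other should. In the deposited table the column labelled luminal 4 stands among the basal columns and the column labelled basal 4 among the luminal ones, but at which step an exchange could have happened stays open, and no biological explanation was tested.

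SRF/MRTF targets had a median of 0.44 in shTrps1 against shRen luminal cells without shRen replicate 4. A difference between the inferred sequencing runs is argued against, since the median was 0.59 with the run as a covariate, 0.74 in run A alone and 0.42 in run B alone, where 1 arm is a single mouse. Only 1 of 56 splits, the real one, gave so small a camera p (2.2e-10), but the next came to 2.8e-10 and 1 is the fewest that the splits allow, which is too many to exclude chance for a list picked out of 28. Basal cells in the luminal sort are argued against as the cause. Abundant genes at least 64-fold higher in basal cells read a median over 44 genes of at most 0.54% of their basal level in each shTrps1 luminal library. Single genes can read more than this median. The rise would need a median of 83% basal cells, and for 14 of the 30 targets that read higher no share would be enough. All 153 genes at least 64-fold higher in basal cells, 49 of them tested, differed from shRen by a mean of -0.06 (SE 0.27). That SE is too wide for this value to decide alone. Handling or dissociation stays open too. Immediate-early genes outside the list had a mean per library higher by 0.34 (SE 0.16), against 0.53 (SE 0.12) for the SRF/MRTF targets. TRPS1 depletion itself, the biological hypothesis that the design gives, also stays open.

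Luminal progenitor markers had a median of -0.84 in shTrps1 against shRen luminal cells without shRen replicate 4. The inferred run is argued against as the whole cause, since the median was -0.65 with the run as a covariate, -0.49 in run A alone and -0.92 in run B alone, where 1 arm is a single mouse. Chance cannot be excluded for the list as a whole, because 8 of 56 splits gave so small a camera p (real 8e-05, smallest other 1.1e-06). A trade of progenitors for hormone-sensing cells cannot be told apart, with hormone-sensing markers at a mean per library of -0.68 (SE 0.40). Basal cells in the sort are argued against. Abundant basal-specific genes read a median of 0.54% of their basal level or less in each shTrps1 library. The fall would need 44% basal cells. Another 131 luminal-specific genes read lower too (median -0.61, mean per library -0.74 with an SE of 0.19 and permutation p = 0.018, against -0.68, 0.26 and 0.071 for the markers). These 131 genes were picked for high levels in the same shRen luminal libraries. That choice can by itself make shTrps1 read lower, so their fall and its p decide nothing. A lower level per progenitor, fewer progenitors, and a lower level of luminal genes in general are hypotheses that bulk RNA did not part here.

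The libraries were also split in all other ways, or in 100 drawn ways for luminal against basal cells. Without shRen replicate 4, only the real split gave as many luminal genes (308, highest other 2, 1 of 56 splits), interaction genes (8, highest other 1, 1 of 56) and genes between luminal and basal cells (4656, highest other 0, 1 of 100). Each share argues against chance for its count taken alone. A share of 1 of 56 is the smallest possible, and the shares were not adjusted for the number of counts tested, so chance is not excluded over all of them. Among the 13 splits that part every mouse's 2 libraries as the real one does, the highest other was also 0 against 4656, but 13 splits are too few for a share under 0.05. Taken alone, the 4 luminal genes as labelled also came from the real split only (highest other 0, 1 of 84). For counts of 0 genes the splits decide nothing, since every split gives 0 or more, so chance cannot be excluded by them in basal cells (84 of 84 as labelled, highest other 7, and 56 of 56 without replicate 4, highest other 6), in the interaction as labelled (84 of 84, highest other 5) and between luminal and basal cells as labelled (100 of 100, highest other 0). The split of basal libraries along the inferred run gave 4 genes, and the fit with the run as a covariate 0.

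For the numbers of gene lists called, chance cannot be excluded in luminal cells as labelled (9 lists, highest other 16, 71 of 84 splits) or without replicate 4 (10, highest other 19, 24 of 56). It cannot be excluded in basal cells either (17, highest other 17, 10 of 84 as labelled, and 12, highest other 12, 5 of 56 without replicate 4), nor in the interaction as labelled (11, highest other 17, 64 of 84). Without replicate 4 the interaction's share was 3 of 56 (12, highest other 13), so chance cannot be excluded there. In luminal cells without replicate 4, the split along the inferred run gave as many lists as the real one, 10, and the real split with the run as a covariate gave 11.

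In 97 groups of 6 shRen libraries and 20 groups of 5, the gap of the highest or lowest library to its nearest neighbour was divided by the range and held against Dixon's critical values, which chance exceeds in about 1 of 20 groups. It was exceeded in 30 groups of 6, and in 26 of them by a replicate 4 library. The library labelled shRen luminal 4 was lowest for Krt8 (0.808), Krt18 (0.687) and Galnt15 (0.683). It was highest for Krt14 (0.968), Krt5 (0.971), Acta2 (0.963), Trp63 (0.981), Serpinb6b (0.801), Slc39a8 (0.633), Cyp2s1 (0.969), Crispld2 (0.742), Cald1 (0.864) and Myl9 (0.949). The same library was highest for Arhgap26 (0.815), Yap1 (0.795), Pthlh (0.936), Ptpn14 (0.977), Egr2 (0.934), Krt17 (0.825), Tpm2 (0.952) and Rnd3 (0.823). The library labelled shRen basal 4 was highest for Krt8 (0.905), Krt18 (0.90), Elf5 (0.996) and Esr1 (0.875), and lowest for Acta2 (0.795). Of the others, shRen luminal 3 was highest for Acsl6 (0.777) and Stat5a (0.816), and shRen luminal 2 was lowest for C3 (0.645) and Fads1 (0.693). Without replicate 4, shRen luminal 6 was highest for Krt5 (0.717, at 43.9 CPM) and Acta2 (0.791, at 112 CPM), so this library holds the most Krt5 and Acta2 of the 5.

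The test of the difference between the luminal and the basal effect set 8 genes apart without shRen replicate 4. Slc39a8 (3.51), Slc7a15 (2.56), Ccdc171 (2.40), Apobec1 (2.02) and Znrf2 (1.3) differed upward on the log2 scale, and Nrxn3 (-3.50), Crispld2 (-3.27) and Gdpd1 (-2.82) downward. It also set 12 lists apart by camera, and 0 of them held with an estimated correlation. Upward went SRF/MRTF targets (adjusted p = 2.1e-08, and 0.16 with an estimated correlation), immediate-early genes (2.1e-08, and 0.16), tight junctions and luminal keratins (0.0017, and 0.16), basal identity markers (0.015, and 0.59), NF-kB genes (0.018, and 0.42) and the study's actin set (0.029, and 0.19). Downward went the study's progenitor set (adjusted p = 3.8e-05, and 0.59 with an estimated correlation), oxidative phosphorylation (0.0044, and 0.68), luminal progenitor markers (0.0099, and 0.42), antigen presentation (0.02, and 0.59), fatty acid synthesis (0.026, and 0.42) and milk genes (0.039, and 0.42). Without the library labelled shTrps1.32 these 12 lists became 6, as the calls of the actin set, milk genes, antigen presentation, NF-kB genes, fatty acid synthesis and oxidative phosphorylation ended (adjusted p up to 0.074). Some of these calls also ended without shTrps1.34 replicate 1 or shRen replicate 1, 2, 3, 5 or 6 (up to 0.11), and that of basal identity markers without shTrps1.34 replicate 1 or shRen replicate 2 or 3 (up to 0.093). The lists as labelled numbered 11.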

How the results depend on the processing

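Alternatives chosen after the data were seen are those without shRen replicate 4, those that set its values as labelled beside them, crossed labels and inferred run A alone. Single genes were recomputed in 2237 values for 111 results, of which 1721 kept direction and side of the threshold, 411 lost the call, 81 gained one and 24 changed sign. For 35 list results, 415 of 560 values were unchanged, 139 lost the call and 6 changed sign. Where values differ below, the cause was not tested, except that single runs and left-out libraries have fewer samples. Summed over genes with at least 20 counts, the spread between mice exceeded counting error. That sum weighs high counts most, so it does not show how far depth limited genes with few counts.

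As labelled, the 4 luminal genes became 0 with RLE, without a filter and in run B alone, 218 with DESeq2, 9 with voom, 1 with the run covariate, 24 with all libraries in 1 fit, 127 with the exact test, 15 in run A alone and 448 with crossed labels. The 308 without replicate 4 became 870 with DESeq2, 190 with the run covariate, 737 with the exact test, 15 in run A alone and 4 as labelled. The 0 basal genes became 1 with DESeq2 and with the exact test as labelled, and without replicate 4 they became 1 without a filter, 50 with DESeq2 and 32 with the exact test. The 0 interaction genes as labelled became 31 with DESeq2 and 7 with crossed labels, and the 8 without replicate 4 became 24 without a filter, 138 with DESeq2, 5 with voom, 13 with the run covariate and 0 as labelled. Luminal against basal cells, 0 as labelled, became 587 with DESeq2 and 4742 with crossed labels, and the 4656 without replicate 4 became 7840 by adjusted p alone. The shTrps1.34 count of 203 became 113 with the run covariate, 0 as labelled and 324 with crossed labels, and the shTrps1.32 count of 3 became 0 as labelled and 15 with crossed labels. DESeq2 and the exact test made more false calls in simulated luminal counts.

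With the mouse as a replicate block, the interaction without replicate 4 gave 31 genes, and 66 with voom and duplicateCorrelation; it changed no other count by over 1.5 times. Numbers shared between shTrps1 and shRen mice pair nothing. Replicate 1 and 2 of shRen and shTrps1.34 correlated at -0.02 and 0.08 in luminal cells, with 2 pairs only. With that number as a replicate block, luminal genes were 34 as labelled and 45 without replicate 4, shTrps1.34 genes 0 and basal lists as labelled 8.

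Called lists became 0 with an estimated correlation and 0 with fry in luminal, basal and interaction fits as labelled and without replicate 4; with crossed labels fry called 3 luminal lists (smallest adjusted p = 0.03). As labelled, luminal lists became 16 with the run covariate and basal lists 8 with crossed labels. The correlation between hairpin lines of 0.65 as labelled was 0.80 under the stricter filter and 0.50 with crossed labels, and that of 0.52 without replicate 4 was 0.70 under the stricter filter.

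Without replicate 4, signs changed for Esr1 (-0.15) and Rhoa (0.10) in run A alone, for Ccn2 in run A alone (-0.34) and as labelled (-0.35), and for Myl9 (0.87) and Yap1 (0.04) in run B alone. With the number as a block, Pgr read 0.37, Ccn1 -0.22, Ccn2 -0.88 and Rhoa 0.07, and with the run covariate Rhoa 0.02 and Yap1 0.03. As labelled, Acta2 read -3.08, Krt14 -2.23, Ptpn14 -1.22, and in the interaction Gdpd1 0.09 and Egr2 -0.22. Lists changed direction as labelled for basal identity markers in basal cells (adjusted p = 0.077) and in the interaction (0.0052), progenitor markers (0.23) and milk genes (0.61) in the interaction, and with the number as a block for hypoxia in basal cells (0.094). Leaving out 1 library turned Ccn2 (-0.46 without shTrps1.32, -0.02, -0.04 and -0.04 without shRen 3, 5 and 6, up to 0.51), Myl9 (0.15 without shRen 6, lowest -0.93), Rhoa (0.00 without shRen 5, lowest -0.21), Yap1 (0.04 without shTrps1.34 replicate 2, lowest -0.07) and oxidative phosphorylation in basal cells (adjusted p = 0.61 without shTrps1.34 replicate 1, lowest 0.00072).

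Over all left-out libraries, as labelled and then without replicate 4, luminal genes ran from 0 to 308 and 45 to 488, basal genes from 0 to 0 and 0 to 1, interaction genes from 0 to 8 and 0 to 54, luminal against basal from 0 to 4656 and 4406 to 4667, shTrps1.34 from 0 to 203 and 23 to 325, shTrps1.32 from 0 to 3 and 0 to 6, and between the lines from 0 to 0 in both. Lists ran from 8 to 14 and 9 to 12 in luminal cells, 11 to 19 and 9 to 17 in basal cells, and 10 to 12 and 6 to 14 in the interaction. The correlation of the lines ran from 0.52 to 0.69 and 0.38 to 0.59. Trps1 ran from -0.69 to -0.23 and -0.86 to -0.41 in luminal cells, and from -1.34 to -0.62 and -0.95 to -0.28 in basal cells, lowest without shTrps1.32. The 4 fits of shTrps1.32 without its single library were not run, as no library remains.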

Other observations

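The permutation tests on list means per library and the search for near-equal counts were chosen after the results were seen, as was leaving out shRen replicate 4.

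Further gene groups were tested in luminal cells without shRen replicate 4, and none of them passed. Inflammatory and NF-kB genes had a median of 0.51 over 24 genes with 0 higher and 1 lower (camera adjusted p = 0.32). Tight junction genes and luminal keratins had a median of 0.17 over 22 genes (adjusted p = 0.16), although their mean per library was higher by 0.24 (SE 0.08) in shTrps1, with an exact 2-sided permutation p of 0.018, the smallest possible. Basement membrane and matrix genes had a median of -0.10 and a mean of 0.24 with an upward test (adjusted p = 0.23). Medians were 0.07 for the unfolded protein response (adjusted p = 0.7), 0.06 for p53 targets (adjusted p = 0.5), 0.12 for hypoxia and glycolysis (adjusted p = 0.32) and -0.15 for oxidative phosphorylation (adjusted p = 0.21). Among markers of other cell types, immune genes had a median of 0.76 over 10 genes (adjusted p = 0.34), endothelial genes -0.41 over 8 (adjusted p = 0.32) and fibroblast genes -0.44 over 14 (adjusted p = 0.35).

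Several further lists passed in basal cells at the preset correlation, with 0 member genes called. Hypoxia and glycolysis genes were higher with a median of 0.21 and oxidative phosphorylation genes, which encode the respiratory chain, with 0.22 (camera adjusted p = 0.027 each, and adjusted p = 0.71 and 0.66 with an estimated correlation). Antigen presentation genes were lower with a median of -0.58 (adjusted p = 0.0074, and adjusted p = 0.52 with an estimated correlation), as in luminal cells. The study's progenitor set read -0.14 (adjusted p = 0.0084, and adjusted p = 0.52 with an estimated correlation), its mature set -0.09 (adjusted p = 0.017, and adjusted p = 0.59 with an estimated correlation), NF-kB genes -0.21 (adjusted p = 0.024, and adjusted p = 0.37 with an estimated correlation) and hormone-sensing markers -0.43 (adjusted p = 0.041, and adjusted p = 0.37 with an estimated correlation). A camera p as small came in 31 of 56 splits for hypoxia, 30 for oxidative phosphorylation, 24 for the mature set and 18 for antigen presentation. It came in 12 for the progenitor set, 8 for NF-kB genes and 2 for hormone-sensing markers. Each of these 7 calls ended without at least 1 library. The highest adjusted p was 0.77 for hypoxia and 0.61 for oxidative phosphorylation without shTrps1.34 replicate 1, 0.18 for antigen presentation, 0.075 for the progenitor set and 0.13 for NF-kB genes without shTrps1.34 replicate 2, 0.46 for the mature set without the library labelled shTrps1.32, and 0.16 for hormone-sensing markers without shTrps1.34 replicate 1. Calls also ended without shRen replicate 1 (oxidative phosphorylation, antigen presentation, mature set, hormone-sensing markers), 2 (NF-kB), 3 (oxidative phosphorylation, hormone-sensing markers), 5 (hypoxia, NF-kB, hormone-sensing markers) and 6 (hypoxia), and that of the mature set without shTrps1.34 replicate 2.

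Of 162 pairs of genes with near-equal counts in all libraries (a tolerance of 0.2 on the log2 scale, a correlation of at least 0.99 and a mean of at least 100 counts), 128 overlap in the genome and 34 do not. Akr1b3 and Gm6644 are among the 34.

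The labels give 10 days of doxycycline for these mice. That is shorter than the duration quoted from the study above.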
